# ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes

**DOI:** 10.1371/journal.pone.0042628

**Published:** 2012-08-24

**Authors:** Idan Cohen, Ramon Y. Birnbaum, Keren Leibson, Ran Taube, Sara Sivan, Ohad S. Birk

## Abstract

Disrupted skin barrier due to altered keratinocyte differentiation is common in pathologic conditions such as atopic dermatitis, ichthyosis and psoriasis. However, the molecular cascades governing keratinocyte terminal differentiation are poorly understood. We have previously demonstrated that a dominant mutation in *ZNF750* leads to a clinical phenotype reminiscent of psoriasis and seborrheic dermatitis. Here we show that ZNF750 is a nuclear protein bearing a functional C-terminal nuclear localization signal. ZNF750 was specifically expressed in the epidermal suprabasal layers and its expression was augmented during differentiation, both in human skin and in-vitro, peaking in the granular layer. Silencing of *ZNF750* in Ca2+-induced HaCaT keratinocytes led to morphologically apparent arrest in the progression of late differentiation, as well as diminished apoptosis and sustained proliferation. ZNF750 knockdown cells presented with markedly reduced expression of epidermal late differentiation markers, including gene subsets of epidermal differentiation complex and skin barrier formation such as *FLG*, *LOR*, *SPINK5*, *ALOX12B* and *DSG1*, known to be mutated in various human skin diseases. Furthermore, overexpression of ZNF750 in undifferentiated cells induced terminal differentiation genes. Thus, ZNF750 is a regulator of keratinocyte terminal differentiation and with its downstream targets can serve in future elucidation of therapeutics for common diseases of skin barrier.

## Introduction

Keratinocyte (KC) differentiation is an essential key process in formation and maintenance of the skin barrier. In fact, various common skin diseases such as psoriasis, atopic dermatitis (AD) and ichthyosis involve the disintegration of the epidermal skin barrier due to altered KC differentiation [1]–[3]. The major barrier resides within the exterior layers of the epidermis, which are constantly shed and replaced by inner layer cells that are committed to differentiate and move outwards in a columnar fashion. The epidermis maintains a single basal layer of proliferating cells that adhere to an underlying basement membrane, which retains the ability to self renew under both homeostatic and injury conditions [4]. Upon commitment to terminal differentiation, KCs undergo three distinct differentiation stages, forming the spinous, granular and stratum corneum layers. Each of these phases has specific characteristics in terms of transcription, morphology and function. In the first step of commitment to terminal differentiation, basal cells are withdrawn from the cell cycle, lose their ability to adhere to the basement membrane and migrate to the spinous layer. As cells enter the spinous layer, they switch off the expression of keratin 5 (*KRT*5) and *KRT14* that mark the stratified squamous epithelial cells which possess proliferative potential. Simultaneously, these cells initiate the expression of genes encoding KRT1 and KRT10, which reinforce cell–cell junctions and provide resistance against mechanical stresses at the body surface [5]. At a more advanced stage, granular layer cells begin to express *Filaggrin* (*FLG*) and acquire keratohyalin granules, which contain profilaggrin - the precursor of filaggrin. Filaggrin aggregates the keratin filaments into tight bundles, which collapse the cells into a flattened shape, forming the terminally differentiated cells that comprise the stratum corneum. Simultaneously, other structural genes, including *Involucrin* (IVL), *Loricrin* (LOR) and small proline-rich proteins (SPRRs), are expressed and subsequently crosslinked by transglutaminases to form the chemically resistant cornified envelope structure [6], [7]. In addition, a complex series of lipids, such as ceramides, are synthesized and covalently attached to proteins of the cornified envelope, forming intercellular lamellae that help to produce a complete barrier of the skin. The resulting cornified layer is composed of terminally differentiated, dead, cornified, flattened KC cells that are known as corneocytes [1].

We have previously demonstrated that a dominant mutation in *zinc finger protein 750* (*ZNF750)* causes seborrhea-like dermatitis with psoriasiform elements [8]. The disease phenotype includes dramatically enhanced KC proliferation with parakeratosis, as well as dermal infiltrate of CD4 lymphocytes. The mutation causing this phenotype is within the *ZNF750* coding sequence, abrogating the zinc finger domain of the encoded protein [8]. There is some evidence that ZNF750 might play a role also in bone fide psoriasis since ZNF750 regulatory variants have been identified in classic forms of psoriasis [9]. ZNF750 encodes a novel C2H2 zinc finger protein that is highly expressed in human KCs, but not in dermal fibroblasts or CD4 leukocytes [8], suggesting that the human phenotype induced by *ZNF750* mutation stems from a primary defect in KCs. In the present work, studying both normal and ZNF750 silenced KCs, we determined that ZNF750 is a nuclear protein and characterized its expression pattern. Silencing of ZNF750 effected KCs terminal differentiation in terms of morphology, proliferation and gene expression.

## Results

### ZNF750 is Localized to the Nucleus as Determined by Its C-terminal Nuclear Localization Signals (NLS)

To determine the subcellular localization of ZNF750, we used western blot analysis of cytoplasmic and nuclear subcellular fractions as well as confocal microscopy with anti ZNF750 antibodies (Abs). Both assays demonstrated that ZNF750 is localized to the nucleus (Figure 1A, B). As ZNF750 is a relatively large protein of ∼100 Kilo-Daltons (figures 1A, 2C), its entry through the nuclear envelope needs to be facilitated via a heterodimeric nuclear transport receptor comprising importin α and importin β, which enable nuclear import of functional NLS-bearing proteins [10]. Bioinformatic analysis of the 723 amino-acid sequence of ZNF750 using protein domain prediction programs NLS MAPPER and PSORT II, indicated the presence of three putative highly conserved NLSs: one bi-partite (BP) NLS at the C-terminal of the molecule and two mono-partite (MP) NLSs at both the N-terminal and C-terminal regions (Figure 1C). We investigated those putative NLS regulatory motifs of ZNF750 using GFP-tagged ZNF750 (GFP-ZNF750) full length or partial length (PL) constructs (Figure 1D). Similar to the endogenous ZNF750 protein, full length GFP-ZNF750 was localized to the nucleus (Figure 1E). Partial length ZNF750 lacking the N-terminal NLS showed similar localization to that of the full length ZNF750 (PL-A, Figure 1D, E). However, removal of the ZNF750 C-terminal NLSs fully abrogated its nuclear localization (PL-B, Figure 1D, E). As per bioinformatics analysis ZNF750 has no nuclear export signal motifs, ZNF750 localization is determined and controlled by its C-terminal bi-partite NLS.

**Figure 1:**
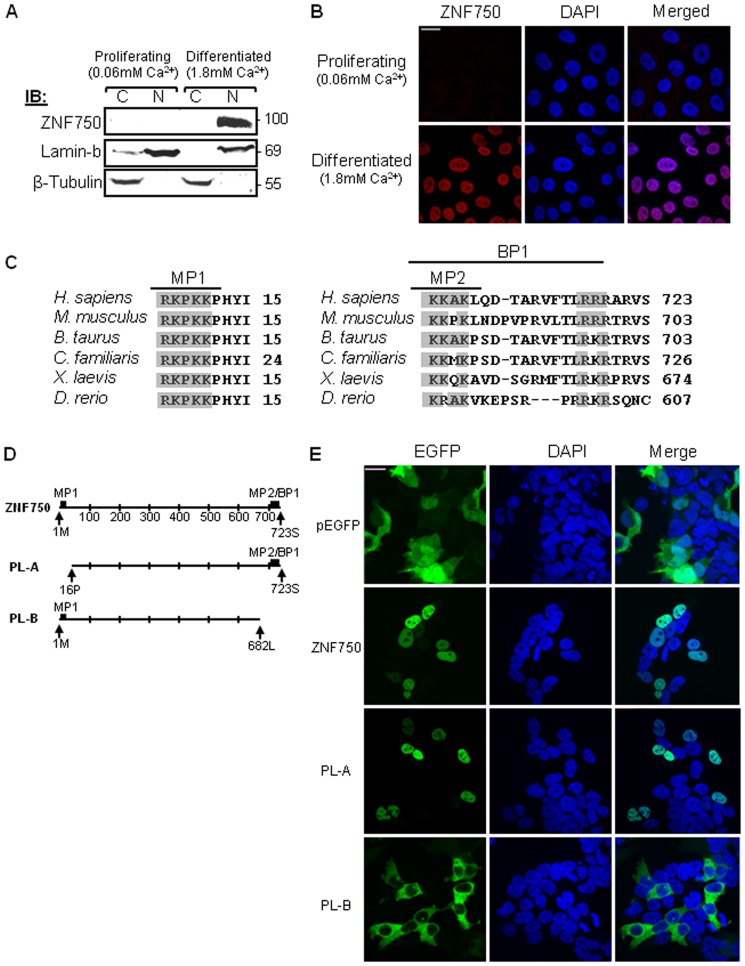
ZNF750 subcellular localization and functional NLS characterization. (A) Western blot analysis using cytoplasmic (C) and nuclear (N) fractions from HaCaT cells at proliferative/undifferentiated (0.06 mM Ca^2+^) or differentiated (1.8 mM Ca^2+^) state, analyzed by anti-ZNF750 Ab. (B) Confocal subcellular localization of ZNF750 in HaCaT cells. Cells at proliferative and differentiated states were fixed and immunostained by anti-ZNF750 Ab (red). DAPI (blue) was used to identify nuclei. Scale bar  = 20 µm. (C) Sequence alignments representing the three putative NLSs of ZNF750 homologues in various organisms. Conserved amino acids of the predicted NLSs are shaded. (D) Schematic representation of EGFP-ZNF750 constructs. (E) Confocal subcellular localization of ZNF750 constructs in HEK293 cells. The expression of pEGFP-C2 (EGFP alone) is shown as a control. EGFP (green); DAPI (blue) was used to identify nuclei. Scale bar = 20 µm.

**Figure 2:**
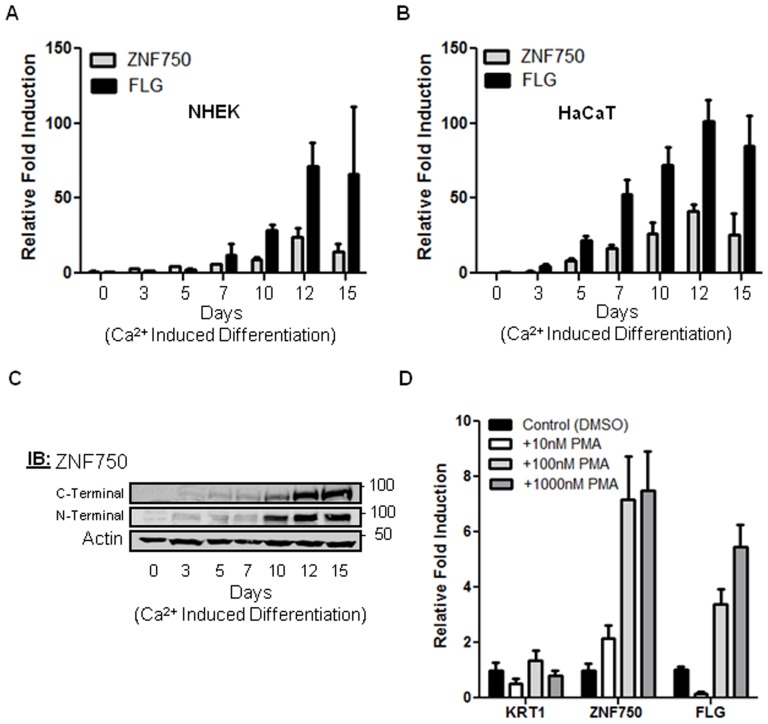
*ZNF750* mRNA and protein expression in Ca^2+^ induction and in human skin. (A) QRT-PCR of *ZNF750* mRNA expression during Ca^2+^ induction in NHEK cells. *Filaggrin* mRNA levels serve as internal control. Error bars represent mean values±SD, N = 3. (B) QRT-PCR of *ZNF750* mRNA expression during Ca^2+^ induction in HaCaT cells. Error bars represent mean values±SD, N = 3. (C) ZNF750 protein levels during Ca^2+^ induction in HaCaT cells, analyzed by anti-ZNF750 antibodies against both N-terminal and C-terminal regions. (D) QRT-PCR of *ZNF750*, *KRT1* and *FLG* mRNA expression in NHEK cells that were treated with PMA. Error bars represent mean values±SD, N = 2.

### ZNF750 Expression is Upregulated During Keratinocyte Differentiation

To determine the expression signature of *ZNF750* in KCs, we studied normal human epidermal KC (NHEK) cells and HaCaT cells [11] using Ca^2+^ induction to initiate a differentiation program which mimics the terminal differentiation that KCs undergo in vivo [12]. Through quantitative real-time PCR (QRT-PCR) and immunoblotting with Abs against both N-terminal and C-terminal regions of ZNF750, we showed that ZNF750 mRNA and protein levels increased during progression of KC differentiation in both NHEK and HaCaT cells, peaking at day 12 of Ca^2+^ induced differentiation (Figure 2A–C). Interestingly, this time line of *ZNF750* expression overlaps with that of *Filaggrin* (Figure 2A, B), a late differentiation marker of granular KCs [13]. As ZNF750 expression increased dramatically during KC differentiation (Figure 2A–C), we tested the effect of Phorbol 12-myristate 13-acetate (PMA) on *ZNF750* mRNA levels. PMA activates protein kinase C (PKC) proteins that function during terminal differentiation specifically in the transition from spinous to granular cells, inducing late differentiation markers including FLG [14]. Using QRT-PCR we measured the mRNA levels of *ZNF750* in proliferating KCs grown in low calcium media following 24 hours treatment with PMA. PMA treatment dramatically increased *ZNF750* mRNA levels in a dosage-dependent manner, similar to *FLG* expression, and had no effect on the early differentiation marker *KRT1* (Figure 2D). These in vitro findings are in line with ZNF750 studies of normal human skin sections, showing weak staining of nuclei in the suprabasal spinous layer as compared with strong staining in granular layer nuclei [15] and the sebaceous glands (Figure S1). The high expression of ZNF750 in differentiated KCs, which overlaps with that of the late differentiation marker *FLG*, suggests a role of ZNF750 in KC terminal differentiation.

### ZNF750 Knockdown in Ca^2+^ Induced HaCaT Keratinocytes Leads to Sustained Cell Proliferation and Decreased Apoptosis

Assuming a possible role of ZNF750 in KC terminal differentiation, we generated stable HaCaT cell lines in which ZNF750 expression was silenced using small hairpin RNA (shRNA). Using five different shRNA sequences targeting *ZNF750* mRNA we identified three shRNAs (shRNAa, b, and c) that achieved efficient silencing as demonstrated by both QRT-PCR and western blot analysis (Figure 3A, B). A non-targeting scrambled shRNA was used as a control. To further examine the effect of ZNF750 knockdown, cells were Ca^2+^-induced to differentiate until day twelve, when ZNF750 levels normally peak (Figure 2B, C). Compared with controls, Ca^2+^-induced HaCaT cell cultures in which *ZNF750* expression was silenced showed morphological changes compatible with impaired late differentiation (Figure 3C). We next performed a cell proliferation assay using the cell proliferation marker Ki67 [16]. ZNF750 silenced cultures sustained proliferation activity at day twelve, which was ∼10 fold higher (p<0.0001) than control cultures at that time point of late differentiation (Figure 3D,E). In addition, flow cytometry analysis of ZNF750 silenced cultures showed a ∼4 fold (p<0.0001) decrease in apoptosis, as assessed by Annexin V assay (Figure 3F, G) and markedly reduced cell granularity (Figure 3H). Thus, ZNF750 knockdown affects the in-vitro terminal differentiation program, interfering with cell cycle withdrawal.

**Figure 3:**
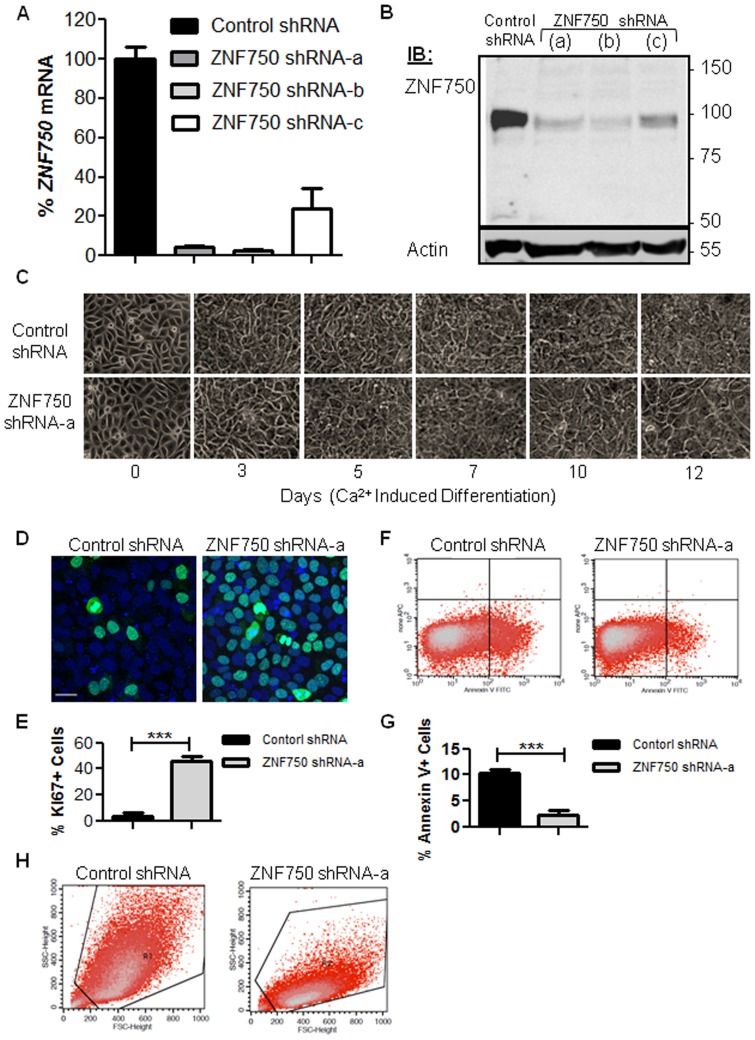
*ZNF750* silencing in HaCaT keratinocytes. HaCaT cells were transduced with scrambled shRNA (control) or with three different ZNF750 shRNAs (shRNA-a, b, and c). Cells were harvested and assayed at day 12 of Ca^2+^ induction. (A) QRT-PCR of *ZNF750* mRNA expression in the stable transduced cell lines. Error bars represent mean values±SD, N = 3. (B) western blot analysis showing ZNF750 protein levels in the stable transduced cell lines. A total of 50 µg of protein was loaded in each sample. Actin levels were measured to ensure equal amounts of loaded protein were loaded. (C) Morphological studies at different time points in HaCaT cell differentiation: control vs. *ZNF750* shRNA-a transduced cultures examined by phase contrast microscopy during Ca^2+^ induction. (D,E) *ZNF750* downregulation enhances cell proliferation. (D) Ki67 staining (green) followed by confocal microscopy. To-Pro 3 nuclear staining is shown in blue (E) quantification of Ki67 positive cells. More than 800 cells were counted for each slide, Error bars represent mean values±SD, N = 6 (***:P<0.0001). (F,G) Effects of *ZNF750* downregulation on apoptosis as assessed by Annexin V apoptosis assay. (F) Annexin V apoptosis assay using flow cytometry analysis. (G) quantification of Annexin V positive cells. More than 50,000 cells were counted in each sample Error bars represent mean values±SD, N = 4, (***:P<0.0001). (H) Effects on cell size (X axis) and granularity (Y axis) measured by flow cytometry.

### ZNF750 Regulates Molecular Pathways of Epidermal Terminal Differentiation

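Expression was measured in 6 cultures of HaCaT cells, an immortalized human KC line that differentiates when calcium is raised, on Affymetrix HuGene-1.0-ST arrays with 1 array per culture. In 3 cultures ZNF750 was silenced with shRNA-a, and 3 control cultures carried a scrambled shRNA. By the sample labels the cells reached confluence in 0.06 mM CaCl2 and were then held in 1.8 mM CaCl2 for 12 days. The labels describe sense-strand cDNA carrying biotin, made from 300 ng of RNA, whereas the methods write labeled cRNA. The authors normalized the arrays by RMA, spelled RAM in the methods, and kept transcript clusters with a log2 signal above 5 on at least 1 array. The table analysed holds the resulting log2 signals of 17224 transcript clusters, and all 17224 have a highest signal above 5. Of these clusters, 12002 carry 1 gene symbol, 1044 carry several and 4178 carry none in the annotation used here, so that 11381 genes have a cluster of their own. The median signal of an array was between 6.69 and 6.75 in control cultures and between 6.78 and 6.85 in ZNF750 silenced cultures. Pearson's correlation between arrays, across clusters that are not independent replicates, was 0.980 to 0.988 among control arrays, 0.986 to 0.992 among silenced arrays and 0.929 to 0.953 between the groups.

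Each cluster was tested with limma on the signals as deposited, without a replicate block, and adjusted by the Benjamini-Hochberg method. A cluster was called higher or lower at an adjusted p under 0.05 and a fold change of at least 2. Gene lists were compared with all other genes by camera, a set test of limma, on the brightest cluster of each gene. These lists were fixed before the data were examined but after Tables S1 and S2 had been read. The study made both tables on the same cultures, so the direction of the lists is not independent evidence. The number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot go under p = 0.1. All silenced cultures carried shRNA-a. Effects of this hairpin or of the transduced line therefore cannot be told apart from silencing on these arrays. For selected differentiation genes the paper used shRNA-a and shRNA-b in its QRT-PCR.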

To identify ZNF750 downstream target genes, we performed whole genome expression microarray analysis of three HaCaT cultures in which ZNF750 was silenced (triplicates of ZNF750 shRNA-a) vs. three control cultures. Cultures were Ca^2+^ induced for twelve days prior to harvesting for microarray analysis, and ZNF750 silencing was validated (Figure 3A, B). 

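*ZNF750* itself was lower in the silenced cultures. Its log2 signal was 7.07 ± 0.16 (SD, n = 3 arrays) in control and 4.30 ± 0.077 (SD, n = 3) in ZNF750 silenced cultures, a fold change of 6.83. On the log2 scale it fell by 2.77 (standard error 0.11, adjusted p = 8.28e-06 from limma). The 3 silenced arrays lay below the 3 control arrays (exact permutation test, two-sided p = 0.1, the smallest that this design allows). The silenced signal lies under 5, the level that the study's filter asks of at least 1 array. *GAPDH*, a glycolytic enzyme and the reference gene of the QRT-PCR, had a log2 fold change of 0.17 (standard error 0.09, adjusted p = 0.176) and did not pass the test. Fitted gene by gene, with the replicate number as another factor and without limma's sharing of variance across genes, the fold changes stayed as they were, the adjusted p of *ZNF750* was 0.0716, and 139 of the 142 other named genes, of which *GAPDH* and *KLF4* had no call to lose, lost their call. With limma and the same factor *ZNF750* kept its call and 2 of the 142 lost theirs.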

ZNF750 silencing led to significant downregulation of 256 genes and upregulation of 381 genes (Table S1, corrected p-value<0.05, fold change≥2). 

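The largest falls included genes of differentiating epithelium, and the largest rises included genes of DNA replication. *DSG1*, a desmosomal cadherin of the suprabasal layers, fell by 7.07 on the log2 scale (standard error 0.19, adjusted p = 1.76e-06 from limma, 3 arrays per group). The keratin gene *KRT76* fell by 5.88 (standard error 0.18, adjusted p = 3.22e-06). The serpin gene *SERPINB12* (-5.22), *KRTDAP*, which encodes a secreted protein of differentiating KCs (-5.21), and *CD36*, which encodes a fatty acid receptor (-5.07), also fell. *AADACL2*, *NTS*, *MSMB*, *CES1* and the EDC gene *RPTN* complete the 10 largest falls among called clusters with 1 gene symbol. *HRNR* of Table S2, which is not among the measured genes here, is outside this ranking. For 7 of these 10, *DSG1* among them, the silenced mean is under the filter level of 5, so the size and order of the falls rest on low signals. *CDC6*, which loads the replicative helicase, had the largest rise, with a log2 fold change of 3.23 (standard error 0.18, adjusted p = 2.47e-05), a fold change of 9.36. *CLSPN*, a mediator of the replication checkpoint, rose by 2.95 on its brighter cluster and by 2.05 on another, and the helicase subunit gene *MCM6* rose by 2.61. *FAM111B* rose by 2.74 and *CDC45*, a partner of the helicase, by 2.59.

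**Figure D1:**
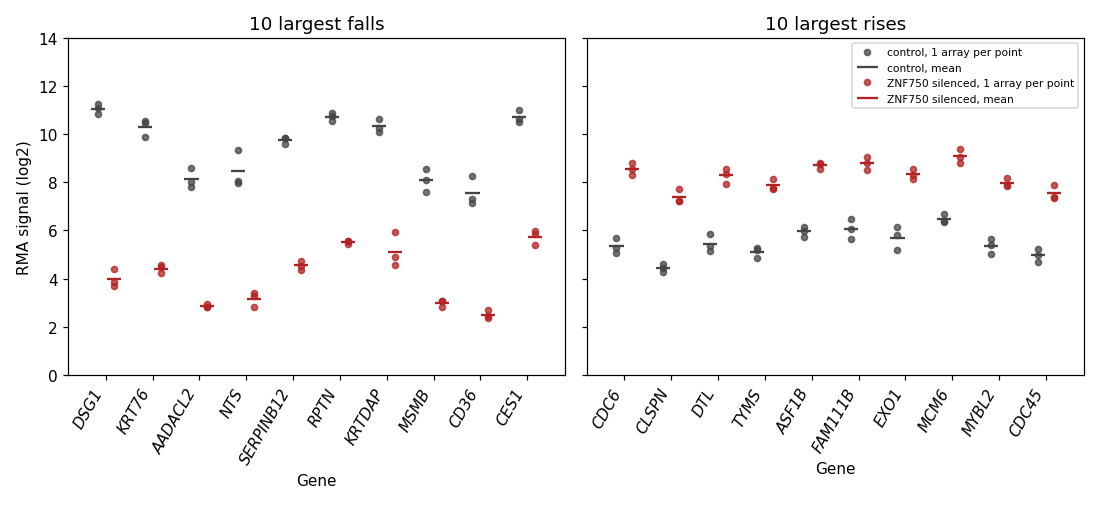
RMA signal (log2, vertical axis) of the 10 genes with the largest falls (left) and the 10 with the largest rises (right), among called clusters with 1 gene symbol. Each point is 1 array, 3 control and 3 ZNF750 silenced, and each short line is the mean of a group. The 3 silenced arrays of *DSG1* lie between 3.71 and 4.39 and its control arrays between 10.8 and 11.3.

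Over the whole table, limma called 528 transcript clusters higher and 313 lower in ZNF750 silenced cultures, which are 392 and 256 genes. Of all clusters, 450 have values identical to another cluster's and were tested separately. Counts and shares of clusters may therefore include repeated values. Of the called clusters, 89 fell and 58 rose more than 4-fold, and 32 fell more than 10-fold. In 837 of the 841 called clusters the 3 silenced arrays did not overlap the 3 control arrays. This held for 47.8% of all clusters, where chance gives 10%. An adjusted p under 0.05 at any fold was reached by 5276 clusters and an unadjusted p under 0.05 by 7296. In 105 clusters called lower the silenced mean, and in 180 called higher the control mean, was under a log2 signal of 5. Fitted cluster by cluster with the replicate number as another factor, 7 clusters were higher and 3 lower, and with limma and the same factor 544 were higher and 316 lower. The excess of higher clusters was smaller under other scalings. After another quantile normalization 445 clusters (338 genes) were higher and 365 (296 genes) lower. After median centring 435 (327 genes) were higher and 378 (310 genes) lower.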

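Genes of the cell cycle were higher in the ZNF750 silenced cultures at day 12. Of 61 measured genes of mitosis, 60 rose, none of the 61 fell and 1, *BUB3* (named after its values were seen), did not pass the test. Adjusted over the list alone, 60 rose. *MKI67*, which encodes the proliferation marker Ki67, had a log2 fold change of 2.32 (standard error 0.19, adjusted p = 1.44e-04 from limma, 3 arrays per group). *FOXM1*, a transcription factor of mitotic genes, rose by 2.30, *CDK1*, the mitotic kinase, by 2.25 and *SPC25*, a kinetochore subunit, by 2.21. Of 49 genes of DNA replication, 47 rose and none fell, both over all clusters tested and adjusted over the list alone, and 40 rose at least 2-fold. *DTL*, which directs the destruction of the licensing factor CDT1, rose by 2.83, the thymidylate synthase gene *TYMS* by 2.77 and the histone chaperone gene *ASF1B* by 2.76. Of 27 genes of recombination and Fanconi repair, 20 rose, none of the 27 fell and 7 did not pass (21 rose adjusted over the list alone). Among them the nuclease gene *EXO1* rose by 2.62, the helicase genes *BLM* by 2.33 and *BRIP1* by 2.27, and *BRCA1* by 2.26.

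Of 28 regulators of G1 and S phase, 16 rose, 2 fell and 10 did not pass, and 17 rose and 2 fell when adjusted over the list alone. *MYBL2* and *E2F7*, transcription factors of cycling cells, rose by 2.61 and 1.66, and *CCNE2*, a cyclin of S phase entry, by 1.51. *CDKN2B*, an inhibitor of CDK4 and CDK6, fell by 1.29. *RBL2*, a pocket protein of resting cells, fell by 0.32 (adjusted p = 0.0472), a call that was lost without control replicate 1 or 3 or any 1 of the 3 silenced replicates (-0.34 to -0.28). Its call was also lost with limma and the replicate number as another factor. Of 34 replication-dependent histone genes, 26 rose, 5 fell and 3 did not pass (27 rose and 5 fell adjusted over the list alone). *H2BC14* rose by 2.25, *H1-5* by 1.85 and *H3C2* by 1.83, whereas *H4C8* (-1.84), *H3C10* (-1.02) and *H2BC12* (-0.81) fell. The value of *H2BC12* is that of its own cluster. Table S1 lists this gene as higher (1.01), and a cluster shared with other histone genes, looked up after the result was seen, had 1.01. Fitted alone, without limma's sharing of variance across genes, *H3C10* did not pass (adjusted p = 0.0961). The other 2 that fell, *H2AC6* and *H2AC11*, were named after their values were seen.

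**Figure D2:**
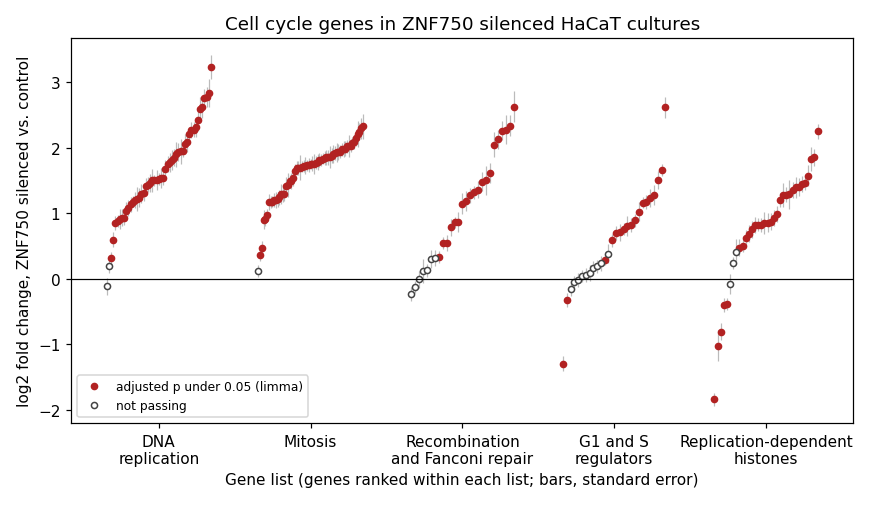
log2 fold change in ZNF750 silenced against control cultures (vertical axis) of each measured gene of 5 lists, ranked within its list. Points are genes, bars are standard errors, and filled points have an adjusted p under 0.05 from limma. All but 1 of the 61 genes of mitosis are filled and above 0.

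Against all other genes, camera with its preset correlation gave an adjusted p of 6.49e-37 for mitosis, 9.91e-28 for DNA replication, 1.58e-09 for recombination and Fanconi repair, 3.06e-05 for G1 and S phase and 7.68e-08 for histones. With an estimated correlation the adjusted p was 0.109 for mitosis, 0.158 for DNA replication and for G1 and S phase, 0.217 for recombination and Fanconi repair and 0.222 for histones. With this setting 0 of the 28 lists tested passed, and 8 had an unadjusted p under 0.05.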

Genes upregulated by ZNF750 silencing showed significant enrichment of Gene Ontology[17], [18] terms related to cell cycle, cell cycle regulation, mitosis, proliferation, and cellular response to stress (corrected p-value<0.001; Figure S2). 

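Lists of KC differentiation genes outside the EDC were lower in the ZNF750 silenced cultures. Of 20 measured genes of cornification, 14 fell, 1 rose and 5 did not pass, with the same counts adjusted over the list alone. *CASP14*, a caspase of the cornified layer, fell by 4.51 on the log2 scale (standard error 0.28, adjusted p = 3.92e-05 from limma, 3 arrays per group) and *SBSN*, which encodes suprabasin, fell by 3.02. *PADI2*, a peptidylarginine deiminase, rose by 1.02. Of 8 suprabasal keratins, 7 fell and 1, *KRT80* (named after its values were seen), did not pass, and adjusted over the list alone 7 fell. *KRT77* (-2.13), *KRT2* (-1.76) and *KRT10*, the partner of KRT1 (-1.28), fell. Of 25 genes of epidermal barrier lipids, 18 fell, none of the 25 rose and 7 did not pass (19 fell adjusted over the list alone). *LIPM*, a lipase of the granular layer, fell by 2.81 and the ceramide synthase gene *CERS3* fell by 2.52.

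Of 18 epidermal proteases and inhibitors, 10 fell, 3 rose and 5 did not pass, and 11 fell and 3 rose adjusted over the list alone. The inhibitor genes *SPINK7* (-4.51), *WFDC12* (-3.70) and *WFDC5* (-2.82) fell, and so did the kallikrein gene *KLK12* (-1.47). *CTSD*, which encodes the lysosomal protease cathepsin D, rose by 0.46, and *KLK10* and *ST14* were the other 2 that rose. *KLK10* did not pass without control replicate 1 or 3 or silenced replicate 2 or 3 (0.37 to 0.41), nor *ST14* under either other scaling (0.20 and 0.23) or without any 1 of the 6 arrays (0.23 to 0.31). Of 16 desmosome genes, 9 fell, 1 rose and 6 did not pass (9 fell and 3 rose adjusted over the list alone). *PERP*, a tetraspan protein of desmosomes, fell by 0.79, whereas *PKP2*, a plakophilin of simple epithelia, rose by 1.07. By camera with its preset correlation the adjusted p was 3.28e-10 for cornification, 2.73e-07 for suprabasal keratins, 7.72e-11 for barrier lipids, 1.11e-04 for proteases and inhibitors and 2.72e-03 for desmosomes. The adjusted p was 0.158 with an estimated correlation for cornification, suprabasal keratins and barrier lipids, 0.231 for proteases and inhibitors and 0.290 for desmosomes.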

Genes downregulated by ZNF750 silencing included a subset of genes that were highly enriched in Gene Ontology terms related to KC terminal differentiation (corrected p-value<0.01; Figure 4A, Table S2). 

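Of the genes that the study later measured by QRT-PCR for differentiation, 8 had a cluster of their own on the arrays, and all 8 were lower in ZNF750 silenced cultures, *DSG1* with the largest fall. *KRT1*, an early suprabasal keratin, had a log2 signal of 12.8 ± 0.11 (SD, n = 3) in control and 10.5 ± 0.36 (SD, n = 3) in silenced cultures and fell by 2.32 (standard error 0.17, adjusted p = 8.74e-05 from limma). *FLG*, which encodes filaggrin of the granular layer, fell by 3.85 (standard error 0.17, adjusted p = 1.46e-05), a fold change of 14.4. *DSC1*, a desmosomal cadherin like DSG1, fell by 4.70 (standard error 0.37, adjusted p = 9.79e-05). The small proline-rich genes *SPRR3* (-4.79) and *SPRR1A* (-3.82) fell as well. *LCE3D*, a late cornified envelope gene, fell by 1.13 (standard error 0.13, adjusted p = 7.30e-04). *IVL*, which encodes involucrin, fell by 0.65 (standard error 0.12, adjusted p = 4.71e-03), a fold change of 1.57 that is under the fold minimum of 2. The study chose these genes from the same cultures, so their direction is not independent evidence. *LOR*, *SPINK5*, *LCE1C* and *LCE2B* were not analysed here.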

Microarray results were validated (QRT-PCR) using biological replicates (ZNF750 shRNA-a and b) for selected genes of this subset, namely *KRT1*, *INV*, *FLG*, *LOR*, *DSG1*, *DSC1*, *SPINK5*,*LCE1C*, *LCE2B*, *LCE3D*, *SPRR1A* and *SPRR3* (Figure 4B). We further examined the effects of ZNF750 overexpression in HaCaT cells. Using pHR-CMV-ZNF750 lentiviral vector, we generated a stable cell line which overexpresses ZNF750. Undifferentiated cells that were transduced with an empty vector served as a control, showing basal levels of late differentiation genes that were analyzed (Figure 4C). The undifferentiated state of the cells was confirmed by the early differentiation marker *KRT1*, and through analysis of *ZNF750* endogenous levels, using a primer set that targets the ZNF750 5′ untranslated region. Interestingly, overexpression of ZNF750 in undifferentiated KCs induced late differentiation genes that were downregulated by ZNF750 silencing, yet only ones belonging to the epidermal differentiation complex on chromosome 1q21 (Figure 4C). Thus, ZNF750 is both essential and sufficient for inducing those KC late differentiation genes.

**Figure 4:**
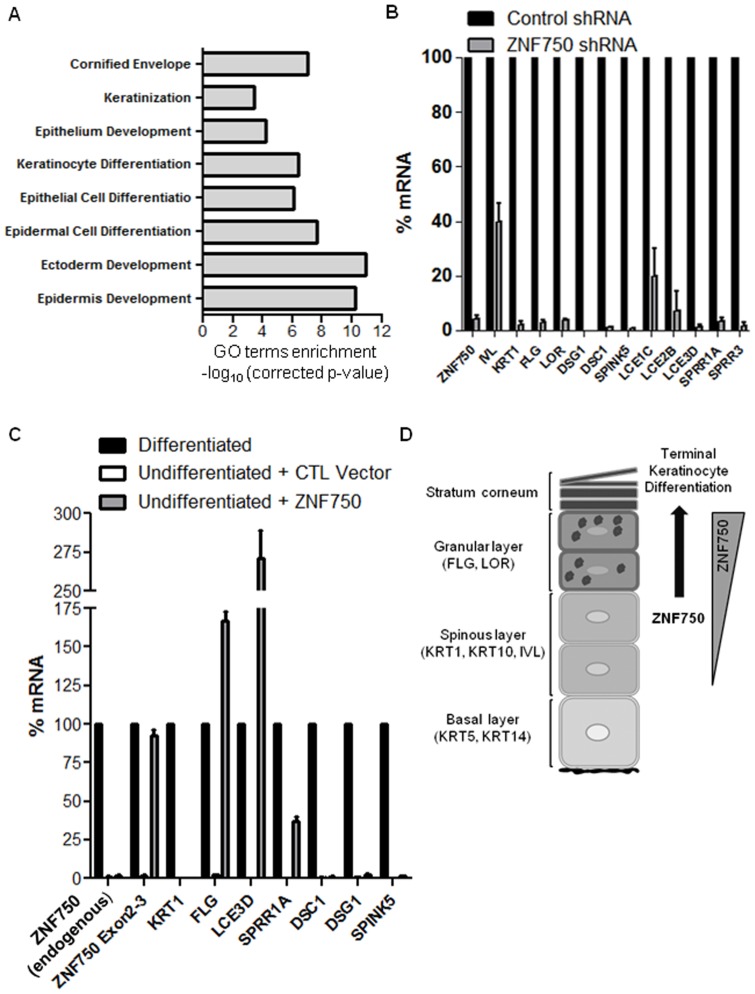
ZNF750 regulates keratinocyte terminal differentiation. (A) Gene Ontology terms for the 256 genes that were downregulated in *ZNF750* silenced cultures vs. control (P-value<0.05, FC≥2), with Bonferroni-corrected p-value<0.001. (B) QRT-PCR mRNA expression of a selected group of terminal differentiation genes in control vs. *ZNF750* silenced cultures, that showed downregulation fold change≥2. Error bars represent mean values±SD, N = 2. (C) mRNA expression (QRT-PCR) of a selected group of terminal differentiation genes in differentiated cells vs. undifferentiated HaCaT cells that overexpress *ZNF750* or an empty control vector (CTL). Cells in undifferentiated state were maintained at sub-confluence in low calcium media. Expression levels are shown relative to those of Ca^2+^-induced differentiated HaCaT cultures at day twelve (100%). Two sets of primers targeting ZNF750 were used: “ZNF750 endogenous” PCR amplifies the ZNF750 5′ UTR, representing the ZNF750 endogenous expression only, and serves as an internal control demonstrating the cells' undifferentiated state. The ZNF750 Exon2-3 primer set PCR amplifies ZNF750 coding sequence common to the endogenous and exogenous ZNF750 molecules. Note that in the CTL control group mRNA levels of all tested markers were practically null. Error bars represent mean values±SD, N = 2. (D) Schematic representation: ZNF750 expression is gradually augmented throughout keratinocyte differentiation, inducing expression of late differentiation markers.

## Discussion

Our data, together with the recent publication by Sen et al. [15], demonstrate that ZNF750 is a nuclear effector that is strongly activated in and essential for terminal KC differentiation. We showed that ZNF750 expression in the cell nucleus is determined by its highly conserved functional NLS motif within its c-terminal region. Furthermore, ZNF750 acts in terminal KC differentiation: ZNF750 is expressed in suprabasal layers, and its expression is dramatically increased in the granular layer (Figure S1), [15]. These findings are in line with our demonstration that the expression of ZNF750 increased during Ca^2+^ induction of HaCaT KC and adult primary KC differentiation in vitro, reaching maximal levels just prior to terminal KC differentiation. These findings are in line with recent findings in primary neonatal KC [15], with different kinetics likely due to different experimental systems used. Moreover, we showed that PMA, a known inducer of late differentiation markers that promotes spinous to granular transition [14], markedly induced ZNF750 expression.

ZNF750 silencing experiments further substantiated the role of ZNF750 in terminal KC differentiation: ZNF750 knockdown in Ca^2+^-induced HaCaT KCs led to arrest in the progression of late differentiation, as was evident morphologically (Figure 3C). In fact, in the silenced cells, morphological progression occurred only up to day 5–7 of in-vitro differentiation of HaCaT cells, the time point at which differentiation into spinous layer is described to be achieved at the molecular level [19]–[21], and the start point of further differentiation into granular cells. This arrest was also evident in the dramatically reduced granularity of day 12 ZNF750-silenced cells (Figure 3H). KCs in which ZNF750 was silenced demonstrated decreased apoptosis and continued proliferation into day 12 of Ca^2+^ induction. The arrested late differentiation, as evident per cell morphology at day 12, suggests that the relative enhanced proliferation of the ZNF750-silenced cells is likely due to abrogated progression into late differentiation. Our data are partly reminiscent of those seen in null mutants of Ikkα, a key regulator of KC and epidermal differentiation: Ikkα−/− mice present with a hyperproliferative and undifferentiated epidermis characterized by complete absence of a granular layer and stratum corneum [22]. Further studies are in place to unravel any molecular cascades that might link ZNF750 with Ikkα.

Molecular studies further supported the morphological findings. 

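The EDC, a gene cluster for proteins of the cornified envelope, held many of the genes that were lower in ZNF750 silenced cultures. Of its 39 measured genes, 20 (51.3%) were lower at least 2-fold, against 2.08% of other genes (odds ratio 49.5, Fisher's exact test, two-sided p = 2.46e-23, with genes that are not independent of each other). Of 5 filaggrin-like genes, 5 fell, also adjusted over the list alone. *RPTN*, *CRNN* and *FLG2*, which encode repetin, cornulin and filaggrin-2, fell on the log2 scale (-5.21, -4.34 and -3.06). Of 11 small proline-rich and other envelope genes, 11 fell, also adjusted over the list alone, and 9 of them at least 2-fold. The list also holds the peptidoglycan recognition protein genes *PGLYRP3* (-1.06) and *PGLYRP4* (-1.33), named after their values were seen. *SPRR2A* fell by 2.17 (standard error 0.27, adjusted p = 1.01e-03 from limma, 3 arrays per group) and *SPRR1B* fell by 2.13. Of 14 S100 genes, 7 fell, 2 rose and 5 did not pass (8 fell and 3 rose adjusted over the list alone). *S100A7*, which encodes psoriasin, fell by 3.77 (standard error 0.29, adjusted p = 9.98e-05), and *S100A12* (-3.49), *S100A9* (-3.29) and *S100A7A* (-2.80) fell too. *S100A10*, a partner of annexin A2, rose by 0.49, and *S100A3* rose by 0.42 but did not pass under either other scaling (0.33 in both) or without silenced replicate 1 (0.41).

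Of 9 late cornified envelope genes, 2 fell and 7 did not pass, with the same counts adjusted over the list alone. The list names 18 genes, and control means of the 9 measured ran from a log2 signal of 5.19 to 7.09. For those near the filter level of 5, a missing fall rests on low signals. Besides *LCE3D*, *LCE3E* had a log2 fold change of -0.60 (standard error 0.17, adjusted p = 0.0326), which passed without control replicate 3 but not without any 1 of the other 5 arrays (-0.67 to -0.49). Median changes were -3.85 for the filaggrin-like genes, -1.43 for the small proline-rich and other envelope genes, -0.50 for the S100 genes and -0.11 for the late cornified envelope genes.

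**Figure D3:**
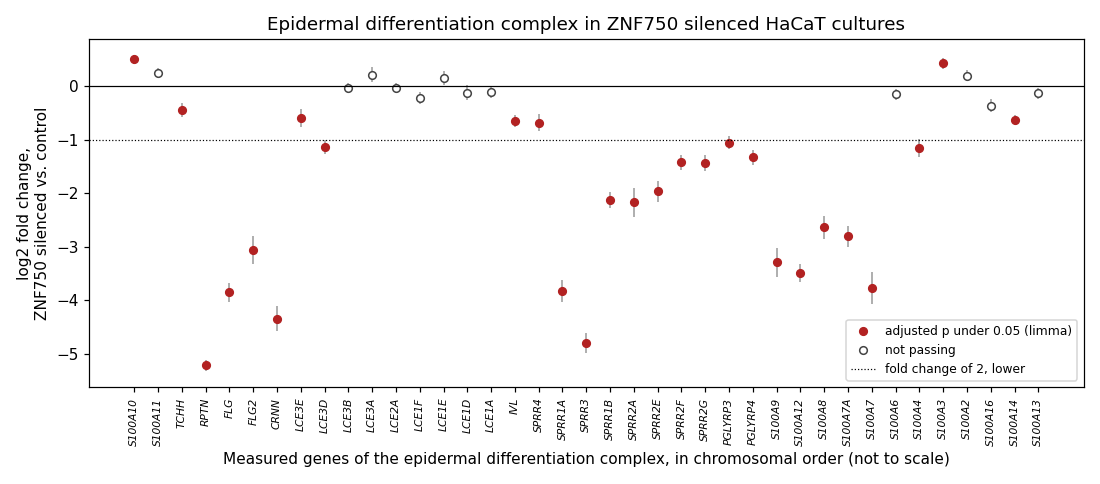
log2 fold change in ZNF750 silenced against control cultures (vertical axis) of the 39 measured EDC genes in chromosomal order (horizontal axis, not to scale). Bars are standard errors, filled points have an adjusted p under 0.05 from limma, and the dotted line marks a fold change of 2. *RPTN* has the lowest value of the 39.

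By camera with its preset correlation the adjusted p was 1.86e-07 for the filaggrin-like genes, 4.45e-11 for the small proline-rich and other envelope genes, 3.14e-04 for the S100 genes and 0.131 for the late cornified envelope genes. With an estimated correlation the adjusted p was 0.158, 0.158, 0.214 and 0.386 in the same order. Fitted gene by gene with the replicate number as another factor, 0 of the 39 were among the 3 lower genes (odds ratio 0.0). With 3 lower genes among 11381, this fit cannot tell whether the EDC holds more than its share of them. With limma and the same factor 20 of the 39 were lower (odds ratio 49.5). With limma without that factor and at any fold, 25 were lower. These were 64.1% of the EDC genes against 14.2% of other genes, a smaller odds ratio of 10.8.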

Using expression microarrays we demonstrated that ZNF750 knockdown depleted KC late differentiation markers such as FLG, LOR, SPINK5, SPRR3 and LCE genes, in line with similar findings recently reported by Sen et al. [15]. Many of those ZNF750 targets are mutated in various human skin diseases [2], [23]. 

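Many genes of inherited skin disease were lower in ZNF750 silenced cultures. Of 44 measured genes on this list, 23 fell, 5 rose and 16 did not pass the test, with 23 lower and 5 higher adjusted over the list alone, and 18 of the 23 fell at least 2-fold. *ABCA12*, the lipid transporter mutated in harlequin ichthyosis, fell by 2.93 on the log2 scale (standard error 0.09, adjusted p = 3.30e-06 from limma, 3 arrays per group). *GJA1* and *GJB6*, connexin genes of skin and ectodermal disorders, fell as well (-3.35 and -3.04). *ALOX12B*, a lipoxygenase gene of congenital ichthyosis, fell by 1.77 (standard error 0.20, adjusted p = 6.64e-04). The 5 that rose include *PLEC* (0.73), *KRT5* (0.66) and *ITGB4* (0.63), which encode proteins of basal KCs and their anchorage and are mutated in epidermolysis bullosa. Fitted alone, without limma's sharing of variance, *ITGB4* did not pass (adjusted p = 0.0505). The other 2 are *LAMB3*, named after its values were seen, and *ST14*, whose call was lost without any 1 of the 6 arrays (0.23 to 0.31). By camera the adjusted p of the list was 1.28e-08 with the preset correlation, and the adjusted p was 0.158 with an estimated correlation. The list shares genes such as *FLG*, *DSG1* and *KRT1* with the differentiation lists.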

In fact, this explains in part the clinical phenotype of the ZNF750 human mutation we previously described [8], which combines elements of the phenotypes known to emerge from mutations in some of those downstream genes. Moreover, expression of ZNF750 in undifferentiated HaCaT cells was sufficient to induce late differentiation genes, in line with similar recent findings by Sen et al. in primary keratinocytes [15]. It is interesting to note that those ZNF750-induced genes were all part of the epidermal differentiation complex (EDC), while other genes depleted by ZNF750 silencing were not induced by ZNF750 overexpression. Thus, the data provide additional evidence for a strong regulation of EDC by ZNF750. Taken together, our data suggest that ZNF750 is a regulator required for KC terminal differentiation, playing a pivotal role in this process (Figure 4D). A recent study by Sen et al. suggested that ZNF750 regulation of terminal keratinocyte differentiation is mediated by KLF4. However, overexpression of KLF4 in ZNF750 silenced keratinocytes only partially rescued expression of ZNF750-dependent terminal differentiation genes [15]. This is in line with our expression microarrays results showing that KLF4 was only slightly affected by ZNF750 silencing (failed to pass our significance terms filtering), suggesting that additional effectors that ZNF750 targets (highlighted by both studies) might mediate downstream pathways controlling terminal KC differentiation. It should be noted that the discrepancy in ZNF750-related KLF4 expression in our data as compared to the study of Sen et al. might be due to the different experimental systems used (HaCaT vs. primary KC). 

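*KLF4* had a log2 signal of 5.47 ± 0.20 (SD, n = 3) in control and 5.60 ± 0.15 (SD, n = 3) in ZNF750 silenced cultures. Its log2 fold change was 0.12 (standard error 0.13, adjusted p = 0.510 from limma), a fold of 1.09, and it did not pass the test. Both means lie close to the filter level of 5, so the absence of a fall in *KLF4* rests on low signals. The list of epidermal transcription factors, which also holds *KLF4*, *CHUK* and NOTCH receptor genes, moved in both directions. Of its 35 measured genes, 12 fell, 6 rose and 17 did not pass, with the same counts adjusted over the list alone. *DLX5*, a homeobox gene, fell by 1.56 (standard error 0.10, adjusted p = 5.19e-05). *GRHL1*, a grainyhead-like factor of KC differentiation (-1.42), the nuclear receptor gene *RORA* (-1.37) and the repressor gene *BCL6* (-1.29) also fell. *ETS1* rose by 0.99, the receptor gene *NOTCH1* by 0.70 and *PPARG* by 0.52. *CHUK*, which encodes the IKKα kinase that the paper discusses, had a log2 fold change of -0.47 (adjusted p = 0.0228) and did not pass without control replicate 1 or 3 or silenced replicate 1 or 2 (-0.47 to -0.37). As a list these genes had a median of 0.04 and a mean of -0.17, which differ in sign. By camera, directed downward, the adjusted p was 0.0815 with the preset correlation, 0.0345 without silenced replicate 2, 0.0423 with each cluster fitted alone and 0.386 with an estimated correlation. From the lower late differentiation genes, together with the morphology of silenced cultures and its overexpression experiments, the paper proposes that ZNF750 is needed for the terminal differentiation of KCs. From the partial rescue by KLF4 in the study of Sen et al., with which it sets its own small change of *KLF4*, it reasons that effectors other than KLF4 may also act downstream of ZNF750.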

Further studies are warranted to determine the direct targets which mediate ZNF750 regulation of KC terminal differentiation process. Our study together with the recent findings of Sen et al. [15] highlight the essential role of ZNF750 in terminal KC differentiation, providing insights to the molecular pathways governing this process. ZNF750 and its downstream targets can serve in future elucidation of therapeutics for common diseases of impaired terminal KC differentiation and dysfunctional skin barrier.

## Materials and Methods

### Ethics Statement

We certify that the research in the manuscript “ZNF750 is expressed in differentiated keratinocytes and regulates epidermal late differentiation genes” describing immunohistochemistry studies of ZNF750 in normal human skin has been approved by the Soroka Medical Center institutional review board (IRB). No consent forms were needed as the samples were old archival samples analyzed anonymously, and most of each sample was kept for further use. The investigation approved is in accordance with the principles expressed in the Declaration of Helsinki. The Soroka Medical Center IRB waived the need for written informed consent for the use of the archival normal skin section.

### Expression Constructs

ZNF750 cDNA reference sequence was derived from GenBank (NM_024702.2). pEGFP-ZNF750 expression vector was constructed by polymerase chain reaction (PCR) amplification of ZNF750 cDNA from HaCaT cell line, utilizing the oligonucleotide primers 5′- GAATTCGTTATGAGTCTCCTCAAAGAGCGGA -3′ (forward) and 5′- GGATCCTTAGGACACCCGGGCCCTCCT -3′ (reverse), and cloning into pGEM-T (Promega, WI, USA). This was sub-cloned into the mammalian expression vector pEGFP-C2 (Clontech, CA, USA) to yield ZNF750-EGFP. In addition, two partial length (PL) constructs (PL-A and B) were generated by the use of the following primers: PL-A 5′-GAATTCCCCAGGCCTCCAGGAAAGC-3′ (forward) and 5′-GGATCCTTAGGACACCCGGGCCCTCCT-3′ (reverse). PL-B 5′-GAATTCGTTATGAGTCTCCT-3′ (forward) and 5′-GGATCCGAGGTCACACTGGGCCTCTTGGCT-3′ (reverse). PL-A (amino acids 16–723) construct abrogates ZNF750 N-terminal NLS and PL-B (amino acids 1–682) abrogates ZNF750 C-terminal NLSs.

To generate ZNF750-FLAG expression vector, ZNF750 was PCR amplified using primers: 5′-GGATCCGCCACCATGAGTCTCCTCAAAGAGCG-3′ (forward) and 5′- TCTAGATTA- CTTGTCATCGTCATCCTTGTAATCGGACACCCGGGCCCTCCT -3′ (reverse), and was sub-cloned into pHR-CMV lentiviral vector [24], to generate pHR-CMV-ZNF750 that expresses C-terminal FLAG tagged ZNF750 under the control of CMV promoter and a puromycin resistance gene via IRES sequence. All constructs were sequenced to confirm their correct sequence and orientation.

### Cell Cultures

Primary NHEK cells were purchased from Lonza (Walkersville, MD). Cells were grown in keratinocyte growth medium (KGM) containing 0.1 mM CaCl_2_ supplemented with growth factor bullet kit (Lonza, Walkersville, MD). Medium was changed every 2–3 days. Cells were used at passage 3. For differentiation, cells were cultured in KC growth media containing 1.4 mM CaCl_2_.

HaCaT cells [11], a spontaneously immortalized human KC line, were maintained in high-glucose DMEM medium containing 0.06 or 1.8 mM CaCl_2_ supplemented with 10% fetal calf serum, 1% L -glutamine, and 1% penicillin/streptomycin (Biological Industries, Beit-Haemek, Israel).

HEK293 cells were grown on a high-glucose DMEM medium containing 1.8 mM CaCl_2_ supplemented with 10% fetal calf serum, 1% L -glutamine, and 1% penicillin/streptomycin (Biological Industries).

### Lentiviral Gene Transfer

VSV-G pseudotyped single round HIV particles were produced by co-transfection of the lentiviral vector, HIV gag/pol, pRev, pTat and VSV-G, into HEK293T cells by calcium phosphate. Supernatant was harvested 48 hrs post transfection, and filtered through 0.45 µ filter. Lentiviral particles were concentrated by ultracentrifugation for 2.5 hrs at 25,000 rpm and the pellet was re-suspended in cold DMEM. HaCaT cells were transduced with viral stock that expressed the ZNF750-FLAG or a control empty vector, supplemented with 8 mg/ml polybrene, for 4 hrs. Cells were then subjected to selection with 1 µg/ml puromycin for 1 week.

### Immunohistochemistry

Formaldehyde-fixed 5-µm parffin-embedded sections of normal human skin were obtained with Approval of the Institutional Review Board of Soroka Medical Center. Sections were deparaffinized in xylene, rehydrated in decreasing concentrations of ethanol, treated with 3% H_2_O_2_ in methanol for 15 minutes at room temperature, warmed in a microwave oven in citrate buffer for 15 minutes at 90°C, and stained with rabbit polyclonal anti-ZNF750 Abs (Sigma-Aldrich, St Louis, MO) for 1 hour at room temperature. After extensive washings in phosphate-buffered saline (PBS), the antibodies were revealed using the VECTRASTAIN ABC kit (Vector Laboratories, CA, USA). To identify nuclei, slides were counterstained with hematoxylin.

### shRNA Lentiviral Transduction

We transduced HaCaT cells with *ZNF750* shRNA lentiviral particles (Table S3) or a scrambled shRNA as a control (Sigma-Aldrich) according to the manufacturer's recommendations. Briefly, 24 hours before transduction, cells were grown in six-well plates up to 5×10^4^ cells per well. Viral stock (1–10 µl) and 2 µl of 8 mg/ml polybrene were added to the cells and incubated for 18–20 hours at 37°C in a 5% CO_2_ humidified incubator. The amount of the viral stock was determined according to the desired multiplicity of infection (MOI = 5) and total transducing units (TU) per milliliter, per guidelines supplied by Sigma. At 24 hours after transduction, the cells were washed twice in 1× HBSS and maintained in DMEM containing 0.06 mM CaCl_2_. Selection was performed in the presence of puromycin (2 µg/ml) for 1 week.

### Quantitative Reverse Transcription PCR

Total RNA was isolated using TRI REAGENT (Molecular Research Center, Inc.) and subjected to DNase I (New England Bio-Labs) digestion to remove genomic DNA. RNA concentrations were determined by spectrophotometer at OD_260_. First-strand cDNA was reverse transcribed from 500 ng of RNA by the Reverse-iT kit (ABgene, Epson, UK) using oligo-dT primers. cDNA PCR amplification was carried out using the SYBR Green JumpStart Taq ReadyMix (Sigma-Aldrich) on a Rotor-Gene RG-3000 real-time PCR detection system (Corbett Research) with gene-specific intron-crossing oligonucleotide pairs listed in Table S4. To ensure the specificity of the reaction conditions, at the end of the individual runs, the melting temperature (Tm) of the amplified products was measured to confirm its homogeneity. Cycling conditions were as follows: 95°C for 10 minutes, 95°C for 20 seconds, 60°C for 15 seconds, and 72°C for 20 seconds for a total of 40 cycles. Each sample was analyzed in triplicate. Results were normalized to *GAPDH* mRNA levels. After the quantification procedure, the products were separated on 2% agarose gel electrophoresis to confirm that the reaction had amplified DNA fragments of expected size.

### Expression Microarray Hybridization and Data Analysis

Microarray analysis was performed on biological triplicate samples. Labeled cRNA was hybridized to Affymetrix GeneChip HuGene-1_0-st-v1 arrays. Data have been deposited in GEO database compliance with MIAME guidelines. For gene expression analysis, arrays were RAM normalized [25] and differential expression was defined using the following filters: Statistical hypothesis testing for identification of differentially expressed genes was done using 2-Way ANOVA in Partek. P-values were adjusted for multiple testing by step-up FDR [26]. Fold change values are represented on linear scale, where positive and negative values indicate up- and down-regulation, respectively. Differentially expressed genes were defined as those having absolute expression signal >5 (log2 scale) in at least one of the arrays. Results were considered significant for FDR adjusted p-value<0.05 in any of the effects or interaction, and an average fold change ≥2. Gene Ontology term enrichment was performed using DAVID [17], [18], and p-values represent a Bonferroni corrected p-value.

### Subcellular Fractionation and Western Blot Analyses

Cells were washed with 1× PBS two times before addition of the cytoplasmic lysis buffer (10 mM Hepes at pH 8.0, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 300 mM sucrose, 0.1% NP-40, 10 mM NaF, 10 mM Na 3 VO_4_, 1× protease inhibitors, 0.5 mM PMSF). Cells were lysed for 10 min on ice and then quick-spun for 15 sec to collect cytosolic lysate. Pellets were washed two times with cytoplasmic lysis buffer and then lysed with nuclear lysis buffer (50 mM Hepes at pH 7.9, 250 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.1% NP-40, 0.1% glycerol, 10 mM NaF, 10 mM Na_3_VO_4_ , 1 mM DTT, 1× protease inhibitors, 0.5 mM PMSF) for 30 min on ice. The lysates were spun for 20 min at 14,000 rpm at 4°C to collect nuclear lysates.

Cell lysates (50 µg) were used for immunoblotting, electrophrated on 8% SDS-PAGE and transferred to nitrocellulose membranes. Membranes were incubated in primary antibodies for 1 hr each. The primary Abs included Lamin-B1, β-Tubulin (Santa Cruz Biotechnology, Santa Cruz, CA) and ZNF750 (Sigma-Aldrich). After incubation with secondary horseradish peroxidase conjugated anti-goat or anti-rabbit antibodies (Santa Cruz Biotechnology), proteins were detected using the EZ-ECL chemiluminescence detection kit (Biological Industries). To compare the amount of protein in different samples, the blots were re-probed using anti β-actin Ab (Santa Cruz Biotechnology) and secondary horseradish peroxidase-conjugated anti-goat Ab (Santa Cruz).

### Confocal Microscopy

HaCaT cells were cultured on glass coverslips to 60–80% confluence in media containing 0.06 mM or 1.8 mM CaCl2. Cells were washed with 1× PBS, fixed in 4% paraformaldehyde, permeabilized using Triton X-100 (0.5% v/v), incubated with primary rabbit anti-ZNF750 (Sigma-Aldrich) and secondary goat anti-rabbit AlexaFluor 546 (Invitrogen Corporation, CA,USA) antibodies, and then mounted with Vectashield (Vector Laboratories). HEK293 cells were cultured on a glass coverlips to 50–60% confluence, and transiently transfected with 1 µg DNA of an expression construct using lipofectamin2000 (Invitrogen). At 24 hours post transfection, cells were washed twice with 1× PBS, fixed in 4% paraformaldehyde, and permeabilized using Triton X-100 (0.5% v/v) and mounted with Vectashield (Vector Laboratories). The subcellular localizations were visualized using an Olympus confocal microscope with an ×40 and ×60 objective. Confocal images were recorded under identical conditions. Excitation was performed with a 488 nm (for EGFP), 504 nm (for DAPI) and a 543 nm (for AlexaFluor 546) laser and filtered accordingly.

### Ki67 Proliferation Assay

HaCaT cells with stable expression of ZNF750 shRNA or a control shRNA were cultured on glass coverslips to 80–90% confluence in media containing 0.06 mM CaCl_2_. Cells were induced to differentiate in media containing 1.8 mM CaCl_2_. At day twelve of calcium induced differentiation, cells were washed twice with 1×PBS and fixed in 4% paraformaldehyde. Prior to staining, primary antibody diluting buffer (Biomeda Corp., Foster City, CA), containing Triton X-100 (0.5% v/v), was used to block nonspecific binding. Cells were incubated with rabbit anti Ki67 primary antibody (Cell Marque, Rocklin, CA) for 1 hour, followed by secondary goat anti rabbit AlexaFluor 488 (Invitrogen). To-Pro 3 (Molecular Probes, Invitrogen, USA) was used for nuclear staining. Cells were examined under an Olympus Fluoview FV1000 confocal laser scanning microscope using ×20 or ×60 objectives. Confocal images were recorded under identical conditions. Excitation was performed with a 488 nm (for AlexaFluor 488), and a 504 nm (for DAPI) laser and filtered accordingly. Ki67 positive cells were counted as a percent of total cells using Cell Profiler software. More than 800 cells were counted in each slide. N = 6 Differences in proliferation activity were considered significant at P-values<0.0001 calculated using a standard student's t-test.

### Annexin V Assay

Annexin V assay was performed using MEBCYTO Apoptosis Kit (MBL CO., LTD. Nagoya, Japan) according to the manufacturer's protocol. Briefly, cells were incubated with Annexin V at room temperature for 15 minutes in the dark and then subjected to flow cytometry analysis. More than 50,000 cells were counted each time, N = 4. Differences in apoptotic activity were considered significant at P-values<0.0001, calculated using standard student's t-test.

### Accession Numbers

Microarray data have been deposited into the GEO database with accession number GSE38039.

## Supporting Information

Table S1 **Genes that are upregulated or downregulated 2-fold or more in** ***ZNF750*** **silenced HaCaT cultures at day twelve of Ca^2+^ induction.**
(XLSX) Click here for additional data file.

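Table S1 was made from the same 6 arrays, so it and the signals analysed here are not independent. It holds 700 rows, of which by the paper's values 278 are lower and 422 higher. Of these rows, 644 could be joined by accession or symbol to a transcript cluster with 1 gene symbol. In 643 of the 644 the direction was that of the table, and 642 passed both thresholds with limma. Across these genes the log2 fold changes had a Pearson's r of 0.999 and a Spearman's rho of 0.999. The row that went the other way is *H2BC12*, listed by its earlier name HIST1H2BK. The other that did not pass is *WEE1*, an inhibitory kinase of the cell cycle, which is named here after its values were seen. By brightest cluster 626 rows lay within 0.01 of the table on the log2 scale, and 643 with the cluster nearest in fold. The nearest cluster is picked by its fold, so its closeness is partly built in. The comparison of adjusted p was chosen after the array results were seen. The table's adjusted p lay within 1% of that from an ordinary 1-way ANOVA of treatment for 628 rows by brightest cluster and 643 by nearest cluster.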

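All 24 genes of Table S2 with a cluster of their own, out of 27 in the table, were lower at least 2-fold in ZNF750 silenced cultures. Their fold changes ran from 2.04 for *KLK14* to 37.0 for *RPTN*. On the log2 scale *KLK14* was under 2-fold without control replicate 1 (-0.97) or 2 (-0.93) or silenced replicate 2 (-0.93), and *WNT4* without silenced replicate 1 (-0.94) or 3 (-0.94). The 8 measured of 9 genes under the cornified envelope term include *CSTA*, which encodes the protease inhibitor cystatin A and fell by 2.14 on the log2 scale (standard error 0.12, adjusted p = 2.73e-05 from limma), *SPRR2E* (-1.96), and *SCEL*, which encodes sciellin (-1.38). Of 10 genes under epidermis development 8 were measured, among them *CALML5*, a calmodulin-like gene of the upper epidermis, which fell by 2.69, and the transglutaminase gene *TGM5*, which fell by 2.62. *KRT16*, a keratin of hyperproliferative epidermis and the 1 measured gene of a list of such keratins, fell by 1.36 (standard error 0.18, adjusted p = 1.42e-03). The term keratinocyte differentiation holds 4 genes, all 4 measured. The terms epithelial development and epithelial cell differentiation hold 2 each, all measured. *KRT3*, a keratin of the cornea, *UPK2*, an uroplakin, and *WNT4*, a signaling ligand, fell (-2.22, -1.18 and -1.03). The study selected these genes from its own calls on the same arrays, so the count is not independent evidence of their direction.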

Table S2 **Gene Ontology terms of selected ZNF750 target genes that were downregulated by ZNF750 silencing.**
(PDF) Click here for additional data file.

Table S3 **shRNA sequences used for** ***ZNF750*** **silencing**.
(PDF) Click here for additional data file.

Table S4 **Oligonucleotide sequences used in quantitative real-time PCR**.
(PDF) Click here for additional data file.

Figure S1 **ZNF750 immunohistochemistry staining in normal human skin.**
(PDF) Click here for additional data file.

Figure S2 **Genes whose expression was upregulated by ZNF750 silencing in HaCaT cells: Gene Ontology (GO) terms enrichment.**
(PDF) Click here for additional data file.

# Supplementary material for: ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes
**Source:** PLoS One. 2012 Aug 24;7(8):e42628. doi: 10.1371/journal.pone.0042628
**Supplement:** Table S2 — Gene Ontology terms of selected ZNF750 target genes that were downregulated by ZNF750 silencing.

**Table S2. Gene Ontology terms of selected ZNF750 target genes that were downregulated by ZNF750 silencing.**

| <b>Symbol</b>  | <b>Gene Name</b>                                     | <b>Fold Change</b> | <b>Gene Ontology term</b>       |
|----------------|------------------------------------------------------|--------------------|---------------------------------|
| <i>CSTA</i>    | cystatin A (stefin A)                                | -4.40697           | Cornified Envelope              |
| <i>FLG</i>     | filaggrin                                            | -14.4208           | Cornified Envelope              |
| <i>HRNR</i>    | hornerin                                             | -35.1653           | Cornified Envelope              |
| <i>RPTN</i>    | repetin                                              | -37.029            | Cornified Envelope              |
| <i>SCEL</i>    | sciellin                                             | -2.60339           | Cornified Envelope              |
| <i>SPRR1A</i>  | small proline-rich protein 1A                        | -14.1643           | Cornified Envelope              |
| <i>SPRR1B</i>  | small proline-rich protein 1B (cornifin)             | -4.37015           | Cornified Envelope              |
| <i>SPRR2A</i>  | small proline-rich protein 2A                        | -4.50311           | Cornified Envelope              |
| <i>SPRR2E</i>  | small proline-rich protein 2E                        | -3.90093           | Cornified Envelope              |
| <i>SPRR3</i>   | small proline-rich protein 3                         | -27.6549           | Keratinocyte Differentiation    |
| <i>LCE3D</i>   | late cornified envelope 3D                           | -2.19341           | Keratinocyte Differentiation    |
| <i>KRT2</i>    | keratin 2                                            | -3.38804           | Keratinocyte Differentiation    |
| <i>S100A7</i>  | S100 calcium binding protein A7                      | -13.66             | Keratinocyte Differentiation    |
| <i>ALOX12B</i> | arachidonate 12-lipoxygenase, 12R type               | -3.40385           | Epidermis Development           |
| <i>CALML5</i>  | calmodulin-like 5                                    | -6.46431           | Epidermis Development           |
| <i>CASP14</i>  | caspase 14, apoptosis-related cysteine peptidase     | -22.7243           | Epidermis Development           |
| <i>FABP5</i>   | fatty acid binding protein 5 (psoriasis-associated)  | -7.21701           | Epidermis Development           |
| <i>KLK14</i>   | kallikrein-related peptidase 14                      | -2.036             | Epidermis Development           |
| <i>KRT1</i>    | keratin 1                                            | -5.00053           | Epidermis Development           |
| <i>KRT10</i>   | keratin 10                                           | -2.42125           | Epidermis Development           |
| <i>KRT16</i>   | keratin 16                                           | -2.56328           | Epidermis Development           |
| <i>SPINK5</i>  | serine peptidase inhibitor, Kazal type 5             | -19.5388           | Epidermis Development           |
| <i>TGM5</i>    | transglutaminase 5                                   | -6.1669            | Epidermis Development           |
| <i>DLX5</i>    | distal-less homeobox 5                               | -2.95434           | Epithelial cell Differentiation |
| <i>UPK2</i>    | uroplakin 2                                          | -2.2658            | Epithelial cell Differentiation |
| <i>KRT3</i>    | keratin 3                                            | -4.64879           | Epithelial Development          |
| <i>WNT4</i>    | wingless-type MMTV integration site family, member 4 | -2.04847           | Epithelial Development          |

# Supplementary material for: ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes
**Source:** PLoS One. 2012 Aug 24;7(8):e42628. doi: 10.1371/journal.pone.0042628
**Supplement:** Table S3 — shRNA sequences used for ZNF750 silencing.

**Table S3. shRNA sequences used for *ZNF750* silencing.**

| <b>shRNA</b>   | <b>Sequence</b>                                                       |
|----------------|-----------------------------------------------------------------------|
| ZNF750 shRNA-a | 5' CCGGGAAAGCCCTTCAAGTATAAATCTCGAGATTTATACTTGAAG<br>GGCTTTCTTTTTG 3'  |
| ZNF750 shRNA-b | 5' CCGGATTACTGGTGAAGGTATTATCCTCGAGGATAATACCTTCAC<br>CAGTAATTTTTTG 3'  |
| ZNF750 shRNA-c | 5' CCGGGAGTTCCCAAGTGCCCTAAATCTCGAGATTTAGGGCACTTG<br>GGA ACTCTTTTTG 3' |

# Supplementary material for: ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes
**Source:** PLoS One. 2012 Aug 24;7(8):e42628. doi: 10.1371/journal.pone.0042628
**Supplement:** Table S4 — Oligonucleotide sequences used in quantitative real-time PCR.

**Table S4. Oligonucleotide sequences used in quantitative real-time PCR.**

| <b>Gene Symbol</b>            | <b>Forward primer</b>     | <b>Reverse primer</b>     |
|-------------------------------|---------------------------|---------------------------|
| <i>DSG1</i>                   | ATCCAGCAGAGATGGACTGG      | GTTTCTGCCTTCGGATTGAA      |
| <i>FLG</i>                    | GGCAAATCCTGAAGAATCCA      | TGCTTTCTGTGCTTGTGTCC      |
| <i>GAPDH</i>                  | TCGACAGTCAGCCGCATC        | CCGTTGACTCCGACCTTC        |
| <i>IVL</i>                    | TCTGCCTCAGCCTTACTGTG      | CAGTGGAGTTGGCTGTTTCA      |
| <i>KRT1</i>                   | TCTCGGTTGGATTTCGGAAGTGAAG | AGACAACCTCTGCTTGGTAGAGTGC |
| <i>LCE1C</i>                  | GCTGAAGGACCCTGTGCTG       | ACACTTTGGGGGACACTTTG      |
| <i>LCE2B</i>                  | GGTTGACTAAACTCTGCCAGG     | CACTGGGGCAGGCATTTA        |
| <i>LCE3D</i>                  | CCTTCTCCTGCCTCCTCTG       | CACTTGGGTGAGGGACACTT      |
| <i>LOR</i>                    | GAGTAGCCGCAGCCAGAAC       | CTCCTCACTCACCTTCCTG       |
| <i>SPINK5</i>                 | GACATCTAAGAGTACAGCTTCCTT  | TGTTGCCATGCATTTTCCCATCTG  |
| <i>SPRR1A</i>                 | GACCACACAGCCCATTTCTG      | CTCCTTGGTTTTGGGGATG       |
| <i>SPRR3</i>                  | GCTGAACACCTCGACCTTCT      | TTCAAAGGATGCTGGACACA      |
| <i>ZNF750</i><br>(endogenous) | CAGGTACTGCTTCCTGAGCAC     | GAGAGCCTCCGTCATCTGG       |
| <i>ZNF750 Exon2-3</i>         | GCCTTCAGGCCTGTTAAGAA      | GGCTGCCAGGTTTATCTCTG      |

# Supplementary material for: ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes
**Source:** PLoS One. 2012 Aug 24;7(8):e42628. doi: 10.1371/journal.pone.0042628
**Supplement:** Figure S1 — ZNF750 immunohistochemistry staining in normal human skin.

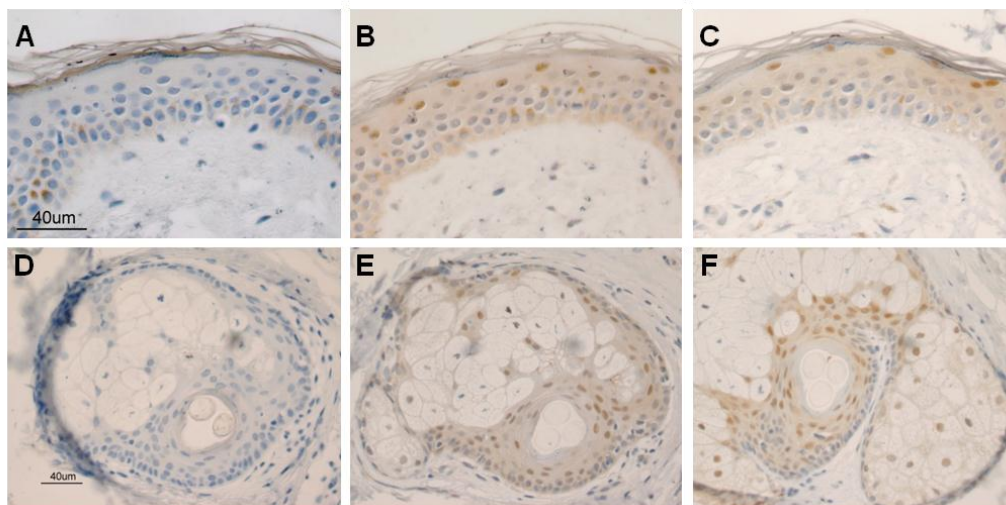

**Figure S1. ZNF750 immunohistochemistry staining in normal human skin.**

ZNF750 protein immunohistochemistry staining of normal human skin sections. (A-C) Staining of dermis and epidermis. (D-F) staining of sebaceous glands. (A, D) Negative control without primary antibody. (B, E) Anti-ZNF750 antibodies targeted at the C-terminal region of ZNF750. (C, F) Anti-ZNF750 antibodies targeted at the N-terminal region of ZNF750. To identify nuclei, slides were counterstained with hematoxylin. Note that ZNF750 is absent in dermal fibroblasts. Bar=40µm.

# Supplementary material for: ZNF750 Is Expressed in Differentiated Keratinocytes and Regulates Epidermal Late Differentiation Genes
**Source:** PLoS One. 2012 Aug 24;7(8):e42628. doi: 10.1371/journal.pone.0042628
**Supplement:** Figure S2 — Genes whose expression was upregulated by ZNF750 silencing in HaCaT cells: Gene Ontology (GO) terms enrichment.

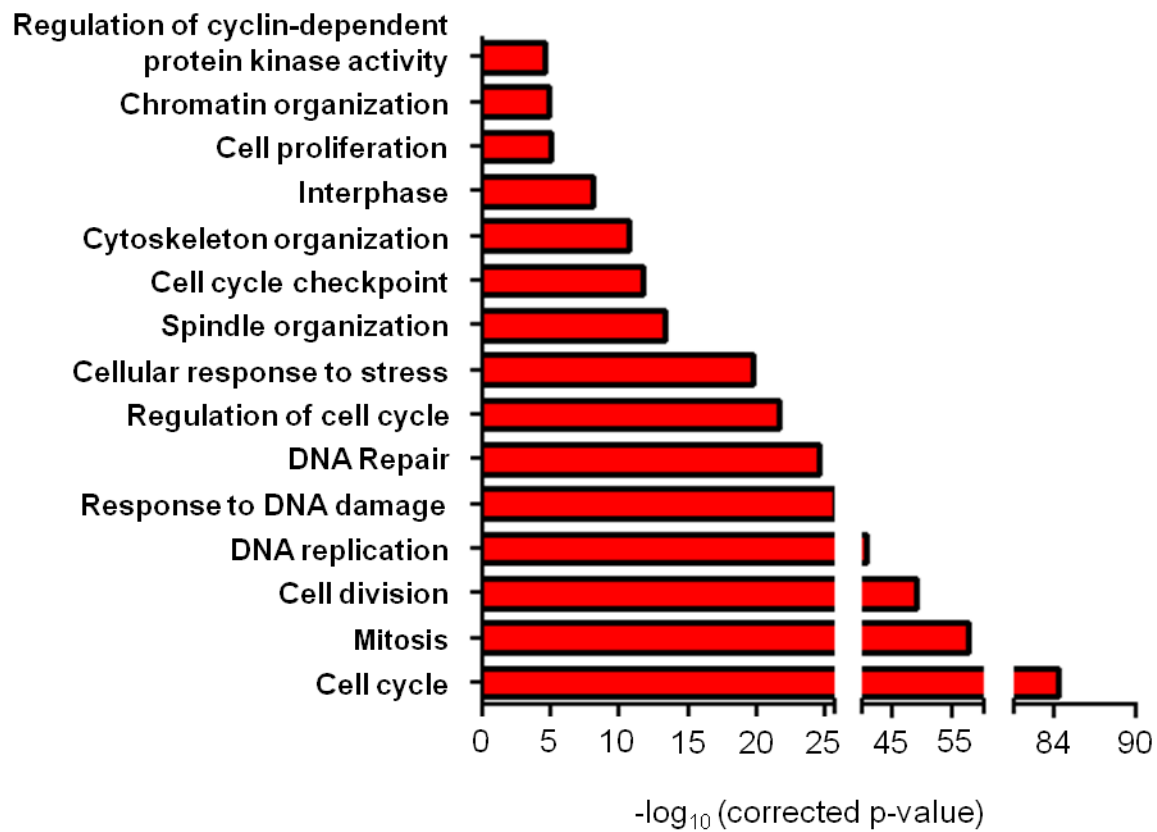

**Figure S2. Genes whose expression was upregulated by ZNF750 silencing in HaCaT cells: Gene Ontology (GO) terms enrichment.**

For the 381 genes that were upregulated in ZNF750 silenced cultures (shRNA-a) vs. controls ( $p\text{-value} < 0.05$ ,  $FC > 2$ ), a total of 59 GO terms were significantly enriched (Bonferroni-corrected  $p\text{-value} < 0.001$ ). Selected GO terms are shown.

How the deposited data were processed for this re-analysis (not part of the article)

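Expression was measured in 6 HaCaT cultures after 12 days in 1.8 mM CaCl2, 3 with ZNF750 silenced by shRNA-a and 3 with a scrambled shRNA, on 1 Affymetrix HuGene-1.0-ST array each. Conditions and replicate numbers were taken from the sample labels. The authors normalized the arrays by RMA, and the methods name Partek for the statistics; the versions of both are not stated in the labels or the methods. As deposited, the values are log2 signals of transcript clusters, made by the authors with RMA normalization and then filtered on signal. The lowest of the highest signals per cluster is just above 5, so the methods' filter of a signal above 5 on at least 1 array had been applied before the table was made, and normalization came before that filter.

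Clusters were named from the array annotation supplied with the table, and 17224 clusters were tested. The build of that annotation is not stated, so no coordinates are reported; the current RefSeq annotation was used for gene names and for the order of genes. For each gene the cluster with the highest mean over the 6 arrays stood for it in lists and where it is named. Fisher's test took as lower the same 256 genes that the called lower clusters make up. Clusters with several symbols or none were tested but not used for genes. A list symbol that is an earlier name of several current genes (9 symbols) was left out; LOR is 1 of them.

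Silenced and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, no block, prior degrees of freedom 3.84). Calls needed an adjusted p under 0.05 and a fold change of at least 2. The methods name a 2-Way ANOVA without its second factor, and an ordinary 1-way ANOVA, a 2-way ANOVA with the replicate number and limma with that number as a block were run as alternatives. Of 31 gene lists, 28 with at least 3 measured genes were tested by camera (inter-gene correlation 0.01), with camera's estimated correlation and fry as alternatives: EDC filaggrin-like, late cornified envelope, small proline-rich and other envelope and S100 genes, cornification outside the EDC, epidermal proteases and inhibitors, desmosome, barrier lipids, suprabasal keratins, basal layer, simple epithelium keratins, squamous mucosa, epidermal transcription factors, DNA replication, mitosis, recombination and Fanconi repair, G1 and S regulators, replication-dependent histones, apoptosis core, p53 targets, keratinocyte cytokines and chemokines, antimicrobial proteins, interferon response, sterol and fatty acid synthesis, inherited skin disease, sebocyte markers, fibroblast markers and housekeeping genes. Hyperproliferation keratins, melanocyte markers and leukocyte markers had fewer than 3 measured genes and were not tested as lists. Rose and fell are used of list members at an adjusted p under 0.05 at any fold.

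The genes named by rule are those the paper names from the arrays or for the QRT-PCR of silenced cultures, the genes of Table S2, MKI67, the 10 largest falls and 10 largest rises among called clusters with 1 symbol and non-overlapping groups, and for each list up to 4 passing members with the largest change plus up to 3 that passed in the opposite direction, 143 genes in all. Tables S1 and S2 had been read when this rule was written. Genes named outside it are marked in the text.

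EDC genes among the lower genes were tested by Fisher's exact test with all 11381 genes as background. Neighbouring pairs of lower genes were compared with 10000 random placements, whose 97.5th percentile is the upper bound given. The procedure was tested on simulated data, where 31.3% of clusters changed 1.5-fold, 80.6% changed 2-fold and 100% changed 4-fold were called significant, with 8 false among 149 calls. It is not recorded that these calls needed a fold change of at least 2. The shares may be those of the adjusted p alone and need not hold for calls with that minimum. The simulation changed 67, 67 and 66 of 17224 clusters at these folds, whereas 5276 had an adjusted p under 0.05 in the data. Its shares need not carry over to these data. Alternatives were another quantile normalization, median centring, a signal above 6 on at least 1 array, a mean signal above 5, trend and robust moderation, other thresholds, and leaving out each array in turn. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Raw array files and the QRT-PCR, western blot and flow cytometry data were not used here.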

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

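The tests on control replicate 2 were chosen only after the result was seen; the tests on scaling, splits and neighbours were written before they were run, but after a first fit had shown the counts and the largest changes.

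The simple epithelium keratins and the genes of sterol and fatty acid synthesis, which the paper does not discuss, were higher in ZNF750 silenced than in control cultures. All 5 measured simple epithelium keratins rose (5 adjusted over the list alone), with a median log2 fold change of 1.03. *KRT8* rose by 1.65 (standard error 0.10, adjusted p = 3.85e-05 from limma, 3 arrays per group) and its partner *KRT18* by 1.08, or 0.75 on its other cluster. *KRT20* rose by 1.03 and *KRT19* by 0.78. The adjusted p by camera was 3.14e-04, and the adjusted p was 0.158 with an estimated correlation. Of 26 genes of sterol and fatty acid synthesis, 15 rose, 1 fell and 10 did not pass (17 rose and 1 fell adjusted over the list alone), with a median of 0.60. *ELOVL6* and *ELOVL5*, fatty acid elongase genes, rose by 1.33 and 1.19, and the desaturase gene *FADS1* by 1.28, whereas *SC5D*, a late enzyme of cholesterol synthesis, fell by 1.19. The adjusted p of this list was 1.40e-05 by camera, and the adjusted p was 0.158 with an estimated correlation.

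Of 841 called transcript clusters, 62.8% were higher in ZNF750 silenced cultures. Had scaling alone made this excess, the share would have gone to 50% or less under both other scalings, and a share above 55% under both would have argued against it. It was 54.9% after another quantile normalization and 53.5% after median centring. Both scalings set the array medians equal, which lowers the share whichever cause holds. Scaling of the arrays and a wider rise of transcripts on silencing therefore cannot be told apart from these tables. The median log2 fold change of all clusters was 0.06, -0.01 and -0.03 in the same order. Of 10 splits of the 6 arrays into 3 and 3, 1, the real split, reached 841 calls by limma and the highest other called 0 (130 to 510 clusters at an unadjusted p under 0.05 in the other splits), and 10 splits are too few for a share under 0.05.

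The 256 lower genes made 47 neighbouring pairs on the chromosomes, where a permutation test of random placements gave a median of 6 and an upper bound of 11 (permutation p = 0.0001, the smallest that 10000 placements can give). The EDC alone is argued against as the whole cause, since 31 pairs remained without its genes against an upper bound of 9. Tandem paralogs with like names are argued against in the same way, with 20 pairs against a bound of 10, and 16 pairs remained with both left out, against 9. *DSC1* and *DSG1* are related genes whose symbols differ in their first 3 letters, so families with unlike names stay open. Shared regulation of neighbouring genes may contribute and was not tested.

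Control replicate 2 deviated from the mean of the 3 controls in the direction opposite to silencing, with a correlation across clusters of -0.22 between its deviation and the silencing effect, and control replicates 1 and 3 deviated the other way (0.10 and 0.17), the 3 deviations summing to 0 in each cluster. Independent noise of the clusters gave -0.03 to 0.02 in 100 simulated sets, a range from assumed noise that excludes nothing, and after another quantile normalization the correlation of replicate 2 was -0.16, between the bounds of -0.1 and -0.2 set for array brightness. Against the other 2 controls, replicate 2 was higher in the median of the filaggrin-like genes (0.28) and suprabasal keratins (0.26) and lower in basal layer (-0.24) and DNA replication genes (-0.20), but mitosis moved little (-0.04), desmosome genes (-0.10) and simple epithelium keratins (0.12) moved as in silenced cultures, and replicate 3 deviated the other way in the small proline-rich and other envelope (-0.41), squamous mucosa (-0.28) and filaggrin-like genes (-0.27), so the lists do not single out replicate 2. Noise, brightness and a culture further along in differentiation cannot be told apart from these 3 arrays. A deviation from the other 2 controls was computed before this measure and gave -0.03, and 0.02 after quantile normalization, against 0.12 to 0.18 simulated; it was replaced because independent noise does not center it on 0, and by it the value after quantile normalization would have met the bound for brightness, as the deposited value already did.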

How the results depend on the processing

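The correlations of same-numbered arrays were chosen only after the result was seen. *ZNF750* was lower and more clusters were higher than lower in each alternative run, and the calls of genes were lost mainly in a 2-way ANOVA with the replicate number as second factor. In that setting the log2 fold change of *ZNF750* stayed at -2.77 but no longer passed, 7 clusters (7 genes) were higher and 3 clusters (3 genes) lower, and the EDC odds ratio was 0.0 because none of those 3 genes lies in the EDC; 139 of 142 other named genes and 2 of 28 lists were no longer past the threshold. It leaves few degrees of freedom and shares no variance across genes, and its 3 lower genes are too few to test the EDC. The numbers were not used as pairs, and whether they pair the arrays stays open: deviations of arrays with the same number correlated at 0.04, 0.26 (the highest of 9 pairs) and 0.04, but control replicate 1 correlated most with silenced replicate 3 (0.20). With the number as a block in limma, 544 clusters were higher and 316 lower, the EDC odds ratio was 49.5, and of the 142 genes 2, *RBL2* and *ST14*, lost their call. Without a fold minimum 3281 clusters (2258 genes) were higher and 1995 (1634 genes) lower, at a fold of 1.5 1538 (1019 genes) and 851 (689 genes), and by limma's treat test against a fold of 1.2 1159 (875 genes) and 693 (569 genes). These follow from the wider thresholds. With an estimated correlation 0 of the 19 lists that passed by camera still passed, and by fry's directional test, which does not compare a list with other genes, 25 of 28 passed, and the sebocyte list, up by camera, was down. Leaving out each array in turn gave 447 to 602 higher and 316 to 326 lower clusters, 355 to 415 higher and 256 to 265 lower genes, a *ZNF750* change of -2.84 to -2.69, 18 to 20 lists and an EDC odds ratio of 38.5 to 49.3. Of the 142 other named genes (*GAPDH* and *KLF4* had no call), 2 to 8 lost their call when an array was left out, 12 in an ordinary 1-way ANOVA (*CD14*, *CHUK*, *CXCL14*, *FAS*, *H3C10*, *ITGB4*, *KLK10*, *LCE3E*, *RBL2*, *SCD*, *ST14* and *TP53INP1*), 3 after another quantile normalization and 2 after median centring. The basal layer list no longer passed without control replicate 2 or in a 1-way ANOVA, where the list of epidermal transcription factors passed instead. The alternative without a filter on signal was not run, since the table holds no clusters below it. Folds of the 105 lower and 180 higher clusters whose lower mean is under 5 rest on signals below the filter level.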

Differences from the paper's values

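The comparison of adjusted p with Table S1 row by row and the search for another cluster of *H2BC12* were chosen only after the result was seen. The adjusted p of *ZNF750* was 8.28e-06 with limma, and the paper's value in Table S1 is 4.58e-03. Among the alternatives set before the data were examined, an ordinary 1-way ANOVA gave 4.58e-03, which does not differ from the paper's. The others differ from it. A 2-way ANOVA with the replicate number gave 0.0716, limma with that number as a block 5.04e-05, and the remaining ones, all with limma, between 8.60e-07 and 2.53e-04. The log2 fold change of *ZNF750* is -2.77 in both.

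The methods name a 2-way ANOVA without its second factor. The adjusted p of Table S1 lay within 1% of a 1-way ANOVA of treatment for 643 of 644 joined rows by nearest cluster and 628 by brightest cluster. It did so for 0 rows with limma or with a 2-way ANOVA with the replicate number. The paper's table has 278 lower and 422 higher rows, with 270 and 405 different symbols, and the paper's text counts 256 and 381 genes.

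The paper lists involucrin among the genes of the downregulated subset whose array result was followed by QRT-PCR. On the arrays *IVL* was lower but by a fold of 1.57, under the paper's minimum, in contrast to *FLG*, *SPRR3* and *DSG1*, which passed it, and it is called with a fold minimum of 1.5. The paper names LCE genes among the depleted late markers, and *LCE1C*, *LCE2B* and *LCE3D* for its QRT-PCR. *LCE1C* and *LCE2B* were not analysed here, and *LCE3D* does not differ from the paper (-1.13 in both). Of 9 LCE genes measured here 2 were lower, *LCE3D* at least 2-fold and *LCE3E* under 2-fold, with a call lost when any 1 of 5 arrays is left out (-0.67 to -0.49). The list names 18 LCE genes, and control means of the 9 measured ran from a log2 signal of 5.19 to 7.09. With genes unmeasured and others near the filter level of 5, this count cannot decide on the paper's statement. Table S1 lists HIST1H2BK (*H2BC12*) as higher, with a log2 fold change of 1.01 by the paper's value. Its own cluster had -0.81 (adjusted p = 3.32e-03), and a cluster shared with other histone genes had 1.01. Table S1 lists *WEE1* as higher at least 2-fold. It had a log2 fold change of 0.88 on its brightest cluster and 1.06 on the cluster nearest in fold, an alternative set before the data were examined.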

Other observations

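No test in this part was chosen after the array results were seen. The lists were, however, written after Tables S1 and S2, made from the same arrays, had been read. Their direction is therefore not independent evidence. Genes of squamous mucosa and of antimicrobial defense were lower in ZNF750 silenced cultures. Of 18 measured genes of squamous mucosa, 16 fell, none of the 18 rose and 2 did not pass, with the same counts adjusted over the list alone, and the median log2 fold change was -2.95. *KRT76*, *SPRR3*, *SPINK7* and *CRNN* fell most, and they also stand on other lists. The adjusted p by camera was 6.04e-16, and the adjusted p was 0.158 with an estimated correlation. Of 9 antimicrobial protein genes, 8 fell and 1, *LCN2* (named after its values were seen), did not pass, with the same counts adjusted over the list alone. *S100A8*, a subunit of calprotectin, fell by 2.64 (standard error 0.22, adjusted p = 1.37e-04 from limma, 3 arrays per group), next to *S100A7*, *S100A9* and *S100A12*. These S100 genes also stand on the EDC S100 list, so the lists are not separate evidence. The adjusted p by camera was 3.23e-08, and the adjusted p was 0.158 with an estimated correlation. Of 12 basal layer genes, 5 rose, none of the 12 fell and 7 did not pass, with the same counts adjusted over the list alone. *CDH3*, which encodes P-cadherin, rose by 1.04 and the integrin gene *ITGA3* by 0.58, beside *KRT5* and *ITGB4*; *LAMB3* was named after its values were seen. The adjusted p by camera was 0.0226, 0.0679 without control replicate 2, 0.125 in an ordinary 1-way ANOVA and 0.389 with an estimated correlation.

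Cytokine, interferon, apoptosis and p53 lists held genes of both directions and did not pass by camera. Of 11 cytokine and chemokine genes, 6 rose, 3 fell and 2 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.181 by camera, 1.13e-03 by fry). The neutrophil chemokine genes *CXCL1* and *CXCL8* rose by 2.15 and 1.63, *PTGS2*, which encodes cyclooxygenase-2, by 1.55 and *LIF* by 1.52, whereas *CCL17* (-1.02) and *CCL22* (-0.69) fell. *CXCL14* had a log2 fold change of -0.83 and did not pass without control replicate 3 or silenced replicate 1 or 3 (-0.90 to -0.75). Of 23 interferon response genes, 7 fell, 5 rose and 11 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.471 by camera), with a median of 0.04 and a mean of -0.07. *MX2* (-1.74), *RSAD2* (-1.02) and *OAS1* (-0.92) fell, and *IFITM1* (0.87), *IFI35* (0.78) and *OAS3* (0.78) rose. Of 29 core genes of apoptosis, 6 rose, 3 fell and 20 did not pass, and 6 rose and 4 fell adjusted over the list alone (adjusted p = 0.655 by camera, 0.0437 by fry). *CFLAR*, an inhibitor of death receptor signaling, fell by 0.89 (-0.52 on its other cluster), *BMF*, a BH3-only gene, fell by 0.59, and *CASP2* and *BIK* rose by 0.74 and 0.70. The death receptor gene *FAS*, also a p53 target, had a log2 fold change of 0.74 and did not pass after another quantile normalization (0.70) or without control replicate 1 or 3 or silenced replicate 1 or 3 (0.61 to 0.70). The ligand gene *TNFSF10* had -0.34 and did not pass without control replicate 3 or silenced replicate 1 or 2 (-0.36 to -0.32). Of 18 p53 target genes, 6 rose, 1 fell and 11 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.498 by camera, 0.0342 by fry). *GADD45A* rose by 1.29 and *AEN* by 0.58, and *TP53INP1* fell by 0.57 but did not pass in an ordinary 1-way ANOVA (adjusted p = 0.0609).

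Markers of other cell types did not move together. Of 5 fibroblast markers 0 passed with limma and 0 had an unadjusted p under 0.05 (adjusted p = 0.652 by camera), with a median of 0.04 and a mean of -0.04. The 1 measured melanocyte marker, *SOX10* (named after its values were seen), had a log2 fold change of 0.02 (adjusted p = 0.920). Of 2 leukocyte markers, *CD68* (named after its values were seen) had -0.05 (adjusted p = 0.739) and *CD14* -0.77 (adjusted p = 0.0171), which did not pass without control replicate 3 or silenced replicate 2 or 3 (-0.76 to -0.67). Of 7 sebocyte markers, 5 rose, 1 fell and 1 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.282 by camera). *FABP4*, a fatty acid binding protein, fell by 4.15, and *KRT79* and *SOAT1* rose by 0.82 and 0.66, as did *SCD* by 0.52, which did not pass in a 1-way ANOVA (adjusted p = 0.0611). Their median was 0.52 and their mean -0.19, and camera and fry point in different directions. Of 9 housekeeping genes, 4 rose, 1 fell and 4 did not pass (5 rose and 1 fell adjusted over the list alone). *HPRT1* rose by 0.87, *ACTB* by 0.81, *GUSB* by 0.71 and *SDHA* by 0.53, and *YWHAZ* fell by 0.44. The adjusted p by camera was 0.0729, with 0.0337 after another quantile normalization, 0.0498 with trend and robust moderation and 0.0473 without silenced replicate 1. With an estimated correlation the adjusted p of this list was 0.386.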
